# A Novel Butanol Tolerance-Promoting Function of the Transcription Factor Rob in *Escherichia coli*

**DOI:** 10.3389/fbioe.2020.524198

**Published:** 2020-09-22

**Authors:** Zhiquan Wang, Tingli Xue, Dongsheng Hu, Yuanyuan Ma

**Keywords:** butanol, tolerance, *rob*, RNA-Seq, function investigation, acetate

## Abstract

Producing high concentrations of biobutanol is challenging, primarily because of the toxicity of butanol toward cells. In our previous study, several butanol tolerance-promoting genes were identified from butanol-tolerant *Escherichia coli* mutants and inactivation of the transcriptional regulator factor Rob was shown to improve butanol tolerance. Here, the butanol tolerance characteristics and mechanism regulated by inactivated Rob are investigated. Comparative transcriptome analysis of strain DT*rob*, with a truncated *rob* in the genome, and the control BW25113 revealed 285 differentially expressed genes (DEGs) to be associated with butanol tolerance and categorized as having transport, localization, and oxidoreductase activities. Expression of 25 DEGs representing different functional categories was analyzed by quantitative reverse transcription PCR (qRT-PCR) to assess the reliability of the RNA-Seq data, and 92% of the genes showed the same expression trend. Based on functional complementation experiments of key DEGs, deletions of *glgS* and *yibT* increased the butanol tolerance of *E. coli*, whereas overexpression of *fadB* resulted in increased cell density and a slight increase in butanol tolerance. A metabolic network analysis of these DEGs revealed that six genes (*fadA*, *fadB*, *fadD*, *fadL*, *poxB*, and *acs*) associated with acetyl-CoA production were significantly upregulated in DT*rob*, suggesting that Rob inactivation might enhance butanol tolerance by increasing acetyl-CoA. Interestingly, DT*rob* produced more acetate in response to butanol stress than the wild-type strain, resulting in the upregulation expression of some genes involved in acetate metabolism. Altogether, the results of this study reveal the mechanism underlying increased butanol tolerance in *E. coli* regulated by Rob inactivation.

## Introduction

Butanol has received increased attention as a high-energy-density fuel and bulk chemical feedstock (Gu et al., 2011). Only biobutanol can be used in the pharmaceutical and cosmetics industries, and biomass-based butanol production can reduce environmental pollution compared to petrochemical-based production (Jiang et al., 2015b). Traditional biobutanol is produced by *Clostridium* species and can reach a titer of approximately 20 g/L (Qureshi and Blaschek, 2000). The butanol titers produced by engineered *Escherichia coli* strains can also reach approximately 20 g/L in batch fermentation without any antibiotics or inducers and up to 30 g/L with the continuous removal of butanol (Shen et al., 2011; Jang and Lee, 2015; Dong et al., 2017), indicating that *E. coli* is a potential butanol-producing bacterium. However, the current production of butanol is limited to approximately 20 g/L due to the toxicity of butanol toward bacteria; indeed, this toxicity is a bottleneck in butanol production (Qureshi and Blaschek, 2000). Therefore, it is important to improve the butanol tolerance of chassis strains and to explore tolerance-associated mechanisms to promote the highly efficient production of butanol.

Due to its hydrophobicity, butanol binds to lipid chains of the bacterial cytoplasmic membrane, which results in toxicity to the cells (Jones and Woods, 1986; Nielsen and Prather, 2009). The mechanism of this toxicity involves increased membrane fluidity and permeability in the presence of butanol, causing leakage of protons and ATP and interference with the correct folding of proteins, which leads to cell damage or even death (Sikkema et al., 1995; Isken and de Bont, 1998). Bacteria alter their physiological and biochemical characteristics to respond to butanol stress in the following ways: (1) membrane composition changes, including increasing efflux capacity of toxins, preventing leakage of intracellular components, and protecting cells from damage due to the solvent (Reyes et al., 2011; Bui et al., 2015; Royce et al., 2015; Sandoval and Papoutsakis, 2016); (2) physiological responses similar to those involved in responses to osmotic, oxidizing, respiratory, and heat shock stresses (e.g., altered osmotic pressure) (Purvis et al., 2005; Chin et al., 2017), reactive oxygen species (ROS) accumulation (Kaczmarzyk et al., 2014) and enhanced metabolic transport and molecular chaperone levels (Peralta-Yahya et al., 2012); and (3) up- or downregulation of expression of regulatory genes, such as those encoding sensor proteins, transcription factors (TFs), and those involved in regulating expression of small RNAs (Peralta-Yahya et al., 2012), to modulate gene expression profiles to protect against butanol stress (Reyes et al., 2011, 2012).

*Escherichia coli* expresses 304 TFs (Perez-Rueda et al., 2015), though only a few have been reported to regulate butanol tolerance-related genes (Reyes et al., 2012; Horinouchi et al., 2018). Furthermore, the corresponding genes regulated by these TFs and the associated regulatory mechanism have not yet been clarified (Aquino et al., 2017), limiting the improvement of butanol-tolerant chassis strains using a rational-design engineering strategy. In our previous study, a mutant strain (BW1847) able to tolerate 2% (v/v) butanol was obtained, and among the genes mutated or deleted, *rob* (GenBank No. RS22900), *acrB* (GenBank No. RS02385), and *tqs*A (GenBank No. RS08380) have been identified as having a function in enhancing butanol tolerance (He et al., 2019). The DT*rob* strain, with an AT_686__–__7_ base deletion within *rob* in the genome, and the *rob*-deletion mutant Δ*rob* produced much higher cell densities than did the wild-type strain under 0.75% butanol stress (He et al., 2019), indicating that partial and full inactivation of Rob both result in improved butanol tolerance. The *rob* gene encodes a right oriC-binding transcriptional activator (Nakajima et al., 1995) that interacts with a superoxide response regulon transcriptional activator (SoxS) and a multiple antibiotic resistance transcriptional regulator (MarA) and can activate genes involved in antibiotic, oxygen pressure and organic solvent resistance (Nakajima et al., 1995). The *rob*-deleted strain exhibited decreased tolerance to antibiotics, oxygen stress, cyclohexane and n-pentane (Nakajima et al., 1995; White et al., 1997; Bennik et al., 2000). However, inactivation of Rob yielded increased butanol tolerance in our previous study. These contrasting results are due to the extensive, intricate and multiple regulatory mechanisms of Rob, and the corresponding butanol-tolerant mechanism regulated by Rob is unknown. Strain DT*rob* with truncated Rob exhibited a butanol tolerance characteristic and can be used to investigate the interaction mechanism between Rob and its target genes. DT*rob* is thus an ideal candidate for studying the butanol tolerance mechanism caused by Rob inactivation.

Therefore, in this study, butanol stress response genes regulated by the Rob-inactivated mutant were evaluated by RNA-Seq. In addition, key genes involved in butanol tolerance were functionally identified, and a potential tolerance mechanism was determined to demonstrate the novel roles of Rob in response to butanol stress.

## Materials and Methods

### Growth Assays and Extracellular n-Butanol Measurements

The site-specific mutant DT*rob* (AT_686__–__7_ deletion in the *rob* gene) was constructed in a previous study (He et al., 2019). The DT*rob* strain and BW25113 (Supplementary Table S1) were precultured in lysogeny broth (LB) until the late exponential phase, after which the cultures were concentrated to an OD_600_ of 20. The concentrated cells were then used to inoculate 50 mL of LB medium containing 0, 0.75, 1, and 1.25% (v/v) butanol at an initial OD_600_ of 0.1–0.15 to evaluate cell growth. A total of 0.7 mL of culture was taken to measure the OD_600_ with a Cary 50 Conc spectrophotometer (Varian, Palo Alto, CA, United States); 1 mL of culture was collected at the appropriate time to measure butanol and acetate concentrations in the medium. The collected samples were centrifuged, and the supernatants were used to measure butanol and acetate contents by high-performance liquid chromatography (HPLC). HPLC was performed using an organic acid analytical column (Aminex HPX-87H Ion Exclusion Column, 300 mm × 7.8 mm) at 45°C; sulfuric acid (4 mM) was used as the mobile phase at 0.8 mL/min. The butanol and acetate concentrations in each sample were calculated by comparisons with the peak area of the standard. The per unit intracellular butanol concentration (PIC) was calculated according to previous reports (He et al., 2019), with a slight modification, as shown by the following equation:

$$\text{PIC}=\frac{{\text{C}}_{\text{initial}}-{\text{C}}_{\text{final}}}{\text{N}}$$

where “PIC” indicates “per unit intracellular butanol concentration” (μg/L) and “C_*initial*_” and “C_*final*_” indicate “initial extracellular butanol concentration” and “final extracellular butanol concentration”, respectively; “N” indicates the number of cells; and 1OD cells at 600 nm corresponds to 8.3 × 10^8^ cells mL^–1^. N = OD_600_ × 8.3 × 10^8^ mL^–1^. The values of the mean and standard deviation are plotted using the bar and error bar.

Overexpression strains (Supplementary Table S1) were precultured in LB until the late exponential phase, and the cultures were concentrated to an OD_600_ of 20. The concentrated cells were then used to inoculate LB medium containing 0.2% (w/v) L-arabinose, 100 μg/mL ampicillin, and a gradient concentration of butanol at an initial OD_600_ = 0.2. A total of 1 mL of culture was collected at a suitable time point for cell concentration measurements.

### RNA-Seq and Data Processing

The strains BW25113 and DT*rob* were cultured in 50 mL of LB containing 0.75% (v/v) butanol until the OD_600_ reached 0.6–1.1; 3-mL aliquots were harvested, and the cells were washed with ice-cold PBS (phosphate buffer saline) buffer. Total RNA was extracted with TRIzol reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s instructions. The quality of the total RNA extracted was assessed spectrophotometrically at 230, 260, and 280 nm. The RNA sample with an OD_260_/OD_230_ ratio higher than 1.8 and an OD_260_/OD_280_ ratio between 1.8 and 2.1 was considered as pure and used to cDNA library construction. cDNA library preparation and sequencing were conducted by the Allwegene Technology Company in Beijing, China. Individual libraries were sequenced using the Illumina HiSeq 4000 platform (Illumina, Inc., San Diego, CA, United States). The original fluorescent images were converted into raw sequence reads by CASAVA software. The raw reads were then processed to remove reads with adapters, reads containing poly-N (N > 1%) and low-quality reads (more than 50% bases with Q-score ≤20), yielding clean reads (Gao et al., 2018; Wang et al., 2018). The clean data were deposited in Gene Expression Omnibus (GEO) at NCBI (Accession Number GSE120032) and mapped to the genome of the reference strain BW25113 (LOCUS NZ_CP009273) using Bowtie2 (Kim et al., 2018). Gene expression levels were analyzed using fragments per kilobase of exon model per million mapped reads (FPKM). Differentially expressed genes (DEGs) between the two samples were identified using the DESeq package (v1.24.0), and | log2(FoldChange)| > 1 and q-value < 0.005 were used as the threshold to identify significant differences in gene expression. Analysis of Gene Ontology (GO), which assigns genes into functional categories, was performed using the GOSeq (v1.22) and top GO (v2.22) R packages.

### Quantitative Reverse Transcription PCR Analysis

The expression levels of eighteen DEGs representing different functional categories were assessed by real-time quantitative reverse transcription PCR (qRT-PCR) to validate the reliability of the RNA-Seq data. Total RNA from DT*rob* and BW25113 cells was extracted as described above, and RQ1 RNase-Free DNase (Promega, Madison, WI, United States) was added to the RNA to remove genomic DNA. PCR reaction was performed using the total RNA as template in order to check for genomic DNA contamination. No product was observed, demonstrating that the sample had no genomic DNA contaminants and was suitable for qRT-PCR assay. Subsequently, reverse transcription was performed using iScript cDNA Synthesis Kit (Bio-Rad) with 2 μg of total RNA following the manufacturer’s instructions. qRT-PCR experiments were performed using CFX96 Real-Time System (Bio-Rad). Each reaction contained 2 μL of diluted (1/10) cDNA, Taq SYBR Green qPCR Premix (Yugong Biolabs Inc., Jiangsu, China) and the corresponding primer pairs (Supplementary Table S2). The 16S rRNAgene was used as a reference to normalize the qRT-PCR data. The expression level of each gene was calculated according to the following formula: expression level = 2^–ΔΔ*Ct*^ (Livak and Schmittgen, 2001). The relative mRNA level is presented as the percent (%) ratio of the gene expression level in DT*rob* to that in BW25113.

### Construction of Knockout Strains

Strains deleted for the *glgS* and *yibT* genes were constructed using the CRISPR-Cas9 system (Ran et al., 2013; Jiang et al., 2015a; Supplementary Figure S1). Inverse PCR was performed using pTargetF plasmid as a template to introduce the target sequence of N20 (20-bp complementary region) upstream of the single-guide RNA (sgRNA) in the pTargetF plasmid. The N20 sequence was introduced into the primers shown in Supplementary Table S3. The inverse PCR products were digested with the methylation-sensitive restriction enzyme DMT (TransGen Biotech, Shanghai, China) to remove methylated plasmid templates, after which the DNA was transformed into DH5α competent cells (Biomed, Beijing, China). Positive clones were identified by PCR with the appropriate geneN20F/pTargetF-IR primer pairs (Supplementary Table S3), and the resulting plasmid was correspondingly named pTargetF-geneN20. DNA fragments containing left and right homologous arms located upstream and downstream of the target gene were amplified with the primer pairs geneDLF/geneDLR and geneDRF/geneDRR (Supplementary Table S3), respectively. The two fragments were then fused together by overlap PCR with the appropriate geneDLF/geneDRR primer pairs (Supplementary Table S3), and the resulting fused PCR fragment was used as donor DNA to delete the target gene by homologous recombination. Approximately 500 ng of donor DNA and the corresponding pTargetF-geneN20 plasmid were co-transformed into BW25113 (pCas) competent cells. Positive clones were screened on LB plates containing 100 mg/L kanamycin and spectinomycin and subsequently identified by PCR using the appropriate geneDLF/geneDRR primer pairs (Supplementary Table S3). The deletion was confirmed by sequencing, and the positive clones were cultured in LB medium supplemented with 50 mg/L kanamycin and 0.5 mM IPTG to eliminate the pTargetF-geneN20 plasmid. The temperature-sensitive plasmid pCas was then removed by growing the culture overnight at 37°C.

### Overexpression Analysis of Several Upregulated Genes

Thirteen upregulated genes (Supplementary Table S5) were chosen for overexpression analysis. Plasmids harboring the target genes were constructed on the basis of pBAD30 (Guzman et al., 1995). PCR amplification of the target genes from the genomic DNA of BW25113 was performed using the primer pairs shown in Supplementary Table S4. The plasmid pBAD30 was digested with the restriction endonucleases *Sac*I and *Hin*dIII, and the aforementioned PCR products were cloned into the *Sac*I/*Hin*dIII sites of pBAD30 using GenBuilder Cloning Kit (GenScript, Nanjing, China). The mixture was transformed into competent DH5α cells and screened on LB agar plates containing 100 μg/mL ampicillin. Single clones were identified by PCR using the primers pBADIup/pBADIdown (Supplementary Table S4). Plasmids were extracted using TIANprep Mini Plasmid Kit (TIANGEN, Beijing, China) and verified by sequencing (Sangon Biotech, Shanghai, China). The overexpression plasmids were transformed into BW25113 by electroporation, and the positive transformants were correspondingly named BW25113 (gene) (Supplementary Table S1).

## Results

### Enhanced Butanol Tolerance by the Truncated Rob in DT*rob*

The DT*rob* strain has an AT_686__–__7_ base deletion of *rob* in the genome, which leads to an early termination of translation of *rob* mRNA, and the resulting truncated protein only has 229 amino acids (He et al., 2019). Strain DT*rob* showed a similar growth trend to control BW25113 in absence of butanol (Figure 1A), and the maximum cell density of the DT*rob* exhibit 94, 49, and 18% higher than that of BW25113 under 0.75, 1, and 1.25% (v/v) butanol stress, respectively, indicating that the DT*rob* strain was able to tolerate 1–1.25% and that the improvement in relative growth decreased with increasing butanol concentrations. The PIC of the DT*rob* strain was 76, 56, and 78% of that of the control BW25113 under 0.75, 1, and 1.25% (v/v) butanol stress at 4 h (logarithmic phase), respectively (Figures 1B–D), which shows that inactivation of Rob can result in an enhanced ability to efflux butanol out of the cell to improve the tolerance, and the highest efflux capacity was shown in the presence of 1% butanol. The PIC value of DT*rob* was 32–60% of that of BW25113 in 0.75–1% (v/v) butanol at 12 h, demonstrating a higher efflux capacity than at 4 h. Nevertheless, interestingly, the PICs of both BW25113 and DT*rob* in a higher concentration of butanol (1.25%) were decreased at 12 h compared to 4 h, and the two strains had similar intracellular butanol concentration. It is due to that the strains grown in 1.25% butanol have entered the decline phase at 12 h (Figure 1D), and the cell death causes more butanol to be released into the medium, thus resulting in a decreased sharply butanol content in these cells and lower PIC value than at 4 h. Therefore, the alleviated toxicity by butanol efflux in log stage is one reason for the improved butanol tolerance of DT*rob*.

**FIGURE 1:**
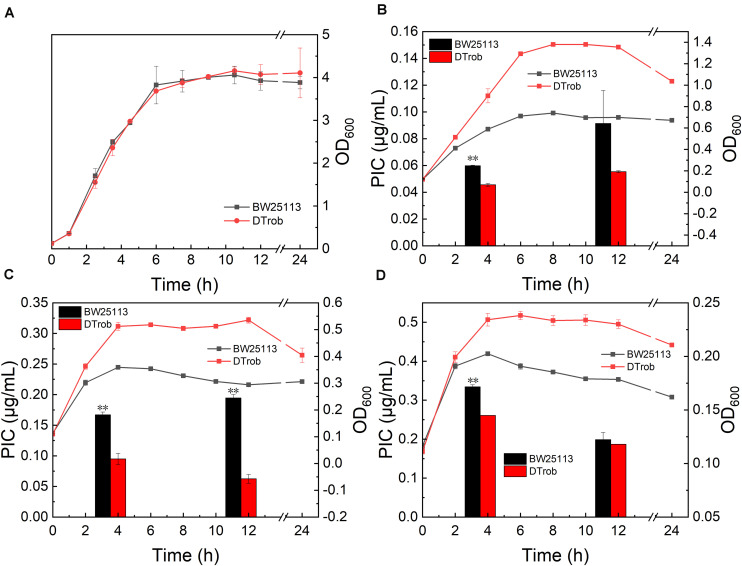
Growth assays for the DT*rob* strain in the presence of butanol. **(A)** Without butanol; **(B)** with 0.75% (v/v) butanol; **(C)** with 1% butanol; and **(D)** with 1.25% butanol. The line graph shows the growth curve, and the bar graph shows the unit intracellular butanol concentration. Error bars represent one standard deviation. Statistical significance of the differences between DT*rob* and BW25113 was analyzed by a one-way analysis of variance (ANOVA). *P < 0.05 was considered statistically significant and **p < 0.01 was considered extremely significant. Growth assays were performed in triplicate in screw-cap flasks.

### Transcriptomic Differences Between the DT*rob* and Control Strains Under Butanol Stress

RNA-Seq of the wild-type BW25113 and DT*rob* strains was performed to assess differences in gene expression between them. 

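The gene *rob*, which encodes the transcription factor that is truncated in DT*rob*, had more reads in the DT*rob* library. Under the locus tag RS22900, which the introduction pairs with *rob*, its level was 208 FPKM in BW25113 and 697 FPKM in DT*rob*. This is a log2 ratio of 1.74 (95% counting interval 1.63 to 1.86). Since a deletion of 2 bases leaves the rest of the gene to be read, this level does not check which library came from which strain. The transfer-messenger RNA *ssrA*, which frees stalled ribosomes, held 40.0% of the reads in genes of BW25113 (interval 39.9% to 40.0%) and 24.3% of those of DT*rob* (24.3% to 24.4%). It was named after its values were seen. Both strains were grown in LB with 0.75% (v/v) butanol to an OD600 of 0.6 to 1.1, and the sample labels give a time of 9.5 h. The authors mapped the reads to the BW25113 genome with Bowtie2 and gave each gene's level as FPKM (fragments per kilobase of gene, scaled to the mapped reads of the library). Here the log2 ratio is log2((FPKM in DT*rob* + 1)/(FPKM in BW25113 + 1)), for the 3018 of 4592 rows with an FPKM of 10 or more in at least 1 library. The median of these ratios was 0.50, a factor of 1.42, and changes are also given relative to this median, where *rob* had an interval of 1.13 to 1.36. The reads in genes came to 4257369 in BW25113 and 4789683 in DT*rob*. There was 1 library per strain and so no replicate check, no standard deviation and no test of a difference between the strains. The intervals are exact (Clopper-Pearson) and cover counting error only. A gene symbol stands in 192 of the 4592 rows, and *rob* and *acrB* were named from the tags in the introduction. The other rows carry a locus tag, and the files do not pair these tags with names.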

Genes with a “q-value < 0.005” and “| log2(FoldChange)| > 1” were defined as DEGs. 

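The genes past both limits in the authors' deposited table include 9 whose row carries a symbol. Higher in the DT*rob* library were *fadA* and *fadI*, which encode thiolases of fatty acid β-oxidation, *hdeB* for an acid stress chaperone, *rpsV* for a ribosome-associated protein, *mtlR* for the repressor of mannitol uptake and *hemG* for an enzyme of heme synthesis. Lower were *ssrA*, *cpxP* for a periplasmic stress protein and *gldA* for a glycerol dehydrogenase. The level of *rpsV* was 1804 FPKM in BW25113 and 5460 FPKM in DT*rob*, a log2 ratio of 1.60, or 1.09 relative to the median of all genes (95% counting interval 1.00 to 1.20). For *gldA* the levels were 102 FPKM and 57.3 FPKM, a log2 ratio of −0.83 (−1.05 to −0.63) or −1.33 relative to the median. The genes *rpsV*, *mtlR* and *gldA* were chosen after their values were seen. A recount of the authors' deposited table gave 285 rows, of which 284 had an FPKM of 10 or more in at least 1 library.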

A total of 285 (6.2% of genes) DEGs were identified in DT*rob* compared with the control. In the late logarithmic phase, 184 and 101 genes were upregulated and downregulated in DT*rob* compared with BW25113, respectively (Supplementary Figure S2A). 

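At the 2-fold limit alone, 542 genes were higher and 96 lower in the DT*rob* library on the FPKM scale. Relative to the median of all genes, 221 were higher and 230 lower. The row with the highest ratio, RS09145, was at 19.4 FPKM in BW25113 and 433 FPKM in DT*rob* (log2 ratio 4.41), and the row with the lowest ratio, RS15825, was at 7982 FPKM and 199 FPKM (log2 ratio −5.32). Of the 10 genes with the highest ratios, only *fadA* and *hdeB* carry a symbol, and of the 10 with the lowest ratios 0 do. The 184 higher DEGs had a median level of 30.2 FPKM in BW25113 and 132 FPKM in DT*rob*. The 101 lower DEGs had a median of 306 FPKM and 154 FPKM. On the FPKM scale 184 of the 184 higher DEGs and 53 of the 101 lower DEGs were past 2-fold. The authors' log2 fold change is the log2 ratio of FPKM minus 0.50, so such a split follows from the scaling. It does not show that the higher DEGs are the more reliable ones.

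**Figure D1:**
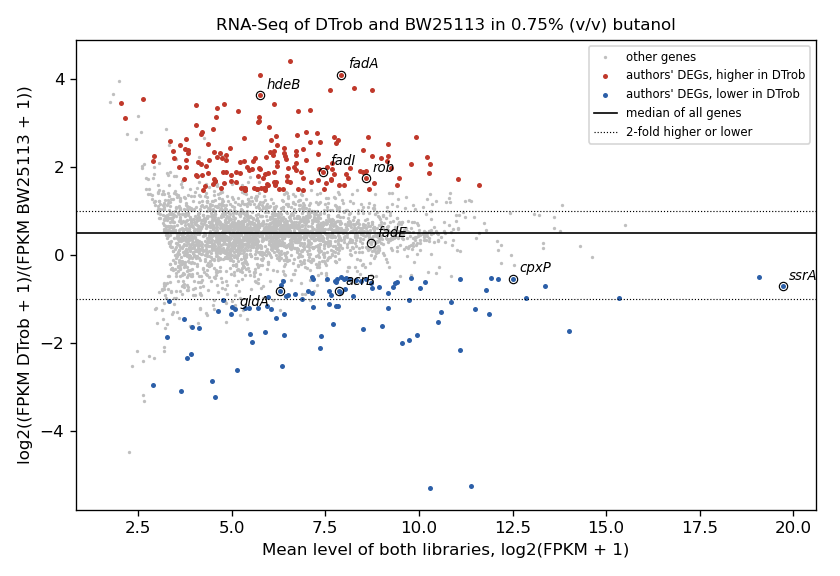
Log2 ratio of FPKM (DT*rob* over BW25113, pseudocount 1) against the mean level of both libraries, log2(FPKM + 1), for the 3018 genes with an FPKM of 10 or more in at least 1 library. Points are genes, the authors' DEGs are coloured, the solid line is the median of 0.50, the dotted lines mark 2-fold, circles mark named genes, and *fadE* lies above 0 but below the median.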

The 285 DEGs were then subjected to GO enrichment analysis and grouped into three primary categories: biological process, molecular function and cellular component. GO annotations were found for 202 of these genes. The significantly enriched GO terms and number of DEGs with GO annotations were as follows: “localization” (32.7%, 66/202), “transport” (31.7%, 64/202), “establishment of localization” (31.7%, 64/202), “oxidoreductase activity” (17.82%, 36/202), and “transporter activity” (20.30%, 41/202) (Supplementary Figure S2B). In addition, the 285 DEGs were examined by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using KOBAS (v2.0), revealing 68 pathways, 53 of which were different from the KEGG pathways in previous reports (Reyes et al., 2012; Si et al., 2016; Guo et al., 2019). The significant KEGG terms are primarily associated with the biosynthesis of antibiotics, biosynthesis of secondary metabolites and fatty acid degradation (Supplementary Figure S3).

Hundreds of potential genes involved in the n-butanol tolerance response have been identified by DNA microarrays and comparative genome hybridization microarrays (array-CGH); nevertheless, only approximately 20 candidate genes were identified as being associated with butanol tolerance through overexpression or knockout experiments (Supplementary Table S6; Rutherford et al., 2010; Reyes et al., 2011; Si et al., 2016). Among the 285 DEGs identified by RNA-Seq in the present study, *ompF*, *acrB*, *glcF*, *ybjC*, *yibT* and *cpxP* have been reported to be associated with butanol tolerance (Rutherford et al., 2010; Reyes et al., 2011; Si et al., 2016); however, most of the DEGs have not yet been reported to be involved in butanol tolerance. Therefore, the results of this study reveal potential functional genes related to the development of butanol-tolerant strains for further exploration of butanol tolerance mechanisms.

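Of these 6 genes, *acrB* and *cpxP* have a named row. The gene *acrB*, RS02385 in the introduction, encodes the inner membrane pump of the AcrAB-TolC efflux system. It was at 310.0 FPKM in BW25113 and 174 FPKM in DT*rob*, a log2 ratio of −0.83 (95% counting interval −0.90 to −0.76) or −1.33 relative to the median of all genes. The gene *cpxP*, whose periplasmic product restrains the Cpx envelope stress response, was at 7071 FPKM in BW25113 and 4850 FPKM in DT*rob*. Its log2 ratio was −0.54 (−0.58 to −0.51) or −1.05 relative to the median, so both genes were past the 2-fold limit only relative to the median. In the authors' deposited table, the log2 fold change was −1.34 for *acrB* (q = 1.57e-27) and −1.05 for *cpxP* (q = 1.39e-46). These q-values rest on 1 library per strain and cover no spread between cultures. They may also refer to another scaling than the fold changes beside them.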

### Validation of RNA-Seq Data Using Real-Time qRT-PCR

Twenty five genes representing different GO functional categories and different expression levels were classified based on annotations in the NCBI database (Table 1) and primarily classified into four groups: regulatory factors (ChaC, GadE, GlgS, and YiaG), transport and membrane proteins (ActP, ElaB, PspG, FadL, MdtD, OmpW, Slp, YacH, YibT, YdcL, and YjcH), stress response proteins (HdeB, InaA, and YhbO), and enzymes (Acs, AstC, NarG, FadA, FadB, FadD, and PoxB). The expression levels of 25 DEGs between the DT*rob* and BW25113 strains under butanol stress were analyzed by qRT-PCR to confirm the reliability of the RNA-Seq data obtained. The log2-fold change values of the 25 DEGs were also examined to compare the consistency of the RNA-Seq and qRT-PCR data, and a strong correlation (*R* = 0.8318) was observed between the RNA-Seq and qRT-PCR data (Supplementary Figure S4). 

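Of the 25 genes of Table 1, *fadA* and *hdeB* have a named row. Relative to the median of all genes, the thiolase gene *fadA* had a log2 ratio of 3.60 in the RNA-Seq libraries, and the paper's qRT-PCR percentage is 4.65 on the log2 scale. The chaperone gene *hdeB* was at 3.14 by RNA-Seq, and the paper's qRT-PCR value is 0.86. Over the paper's own 2 columns of Table 1, with the percentages put on the log2 scale, Pearson's r was 0.832 and Spearman's rho 0.667. This is a relation across genes, which are not independent replicates. Within the 16 genes higher by RNA-Seq r was −0.13, and within the 9 lower genes it was 0.783. The 9 include *glgS* and *yibT*, which have the lowest values by both methods, and r was not computed for this group without them. Of the paper's 25 pairs of values 23 had the same direction.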

Based on the qRT-PCR results, the expression trends of 23 of these candidate genes were consistent with the RNA-Seq data. Among these 23 genes, *acs*, *actP*, *astC*, *elaB*, *fadA*, *fadB*, *fadD*, *fadL*, *yiaG*, *yhbO*, and *yjcH* were obviously upregulated (263–11503%) (Table 1) and *gadE*, *hdeB*, and *slp* slightly upregulated (153–194%) in the DT*rob* strain compared to the control strain, whereas *chaC*, *glgS*, *inaA*, *narG*, *mdtD*, *yibT*, *ydcL*, and *yacH* were notably downregulated (65–99%) (Table 1). Therefore, 92% of the candidate genes exhibited consistent qRT-PCR and RNA-Seq results, indicating that the RNA-Seq data were of good quality.

**TABLE 1:** Functional categories and qRT-PCR results of 25 DEGs associated with butanol tolerance.

**Functional group and gene**	**Description**	**Fold change^a^**	**Relative expression by qRT-PCR^b^ (%)**	**True or false^c^**
Regulator				
*gadE*	Transcriptional regulator GadE	2.68	153	True
*chaC*	Cation transport regulator	−2.65	30	True
*glgS*	Glycogen synthase surface composition regulator/motility and biofilm regulator	−5.83	1	True
*yiaG*	Transcriptional regulator	2.03	4095	True
Stress related				
*hdeB*	Acid stress chaperone HdeB	3.23	181	True
*inaA*	Acid-inducible Kdo/WaaP family putative kinase	−3.06	8	True
*yhbO*	Stress-resistance protein	2.38	263	True
Metabolism				
*narG*	Respiratory nitrate reductase 1 alpha chain	−3.55	27	True
*acs*	Acetyl-coenzyme A synthetase	3.33	3000	True
*astc*	Succinylornithine aminotransferase	3.98	3928	True
*fadA*	Acetyl-CoA C-acyltransferase FadA	3.63	2508	True
*fadB*	Fatty acid oxidation complex subunit alpha FadB	3.27	4580	True
*fadD*	Acyl-CoA synthetase	2.14	1068	True
*poxB*	Pyruvate dehydrogenase	1.36	5686	True
Membrane and transport related				
*pspG*	Envelope stress response protein PspG	−2.7	124	False
*elaB*	DUF883 family protein, putative membrane-anchored ribosome-binding protein	2.19	11503	True
*fadL*	Long-chain fatty acid transporter	2.81	7286	True
*actP*	Cation acetate symporter	3.11	797	True
*mdtD*	MFS (major facilitator superfamily) transporter	−3.06	23	True
*yibT*	Uncharacterized protein Hypothetical protein	−5.76	2	True
*yjcH*	DUF485 family inner membrane protein	3.01	736	True
*slp*	Outer membrane protein slp	2.80	194	True
*ydcL*	Lipoprotein	−2.36	13	True
*ompW*	Outer membrane protein W	3.03	64	False
*yacH*	DUF3300 domain-containing protein	−4.06	35	True

*^*a*^Fold change indicates the log2 ratios between the corresponding transcript levels of the DT*rob* and BW25113 strains in the RNA-Seq data; a log2 fold change of “+” indicates that the gene is upregulated in the DT*rob* strain relative to the BW25113 strain, and a “−” indicates that a gene is downregulated. ^*b*^The percentage ratio of the expression levels of the target gene in the DT*rob* strain compared to that observed in the BW25113 strain. ^*c*^“True” and “False” indicate that the real-time qRT-PCR verification result is consistent and inconsistent with the RNA-Seq data, respectively.*

### Functional Analysis of Significant Differentially Expressed Genes

Based on GO enrichment and the gene expression levels of the DEGs, fifteen representative DEGs in each cluster were selected (Supplementary Table S5) for investigation of their function in promoting butanol tolerance by growth evaluation under butanol stress. To determine their direct impacts on the butanol tolerance phenotype, the selected upregulated and downregulated genes were overexpressed and deleted, respectively. Deletion mutants of *glgS* and *yibT* were obtained using the CRISPR-Cas9 system and named Δ*glgS* and Δ*yibT*, respectively. The growth evaluation results showed that the maximum cell density of the Δ*glgS* (pBAD30) and Δ*yibT* (pBAD30) strains was increased by 7.7–23.6% compared to that of BW25113 in the presence of 1–1.25% (v/v) n-butanol, indicating that the absence of Rob or downregulated expression improved butanol tolerance (Figure 2). The complementation strains Δ*glgS* (pBAD-*glgS*) and Δ*yibT* (pBAD-*yibT*) of the two genes displayed a lower cell density than their deletion strains Δ*glgS* and Δ*yibT*, indicating that their overexpression can lead to a decrease in butanol tolerance (Figures 2C,D). Overexpression of these two genes in the wild-type strain also reduced butanol tolerance compared to the control strain BW25113 (pBAD30) (Figure 2D). These results indicate that a reduced level of *glgS* and *yibT* expression is beneficial for enhancing butanol tolerance.

**FIGURE 2:**
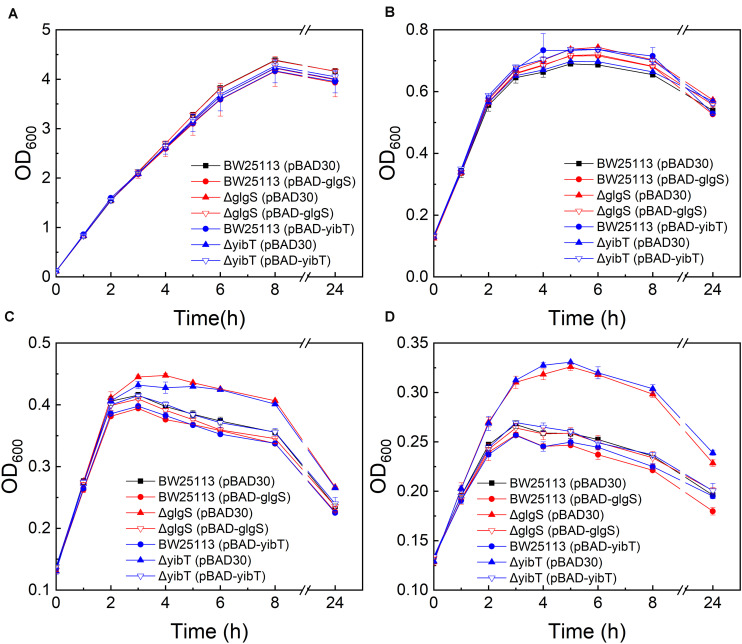
Butanol tolerance evaluation of the *glgS* or *yibT* deletion and complement strains. All strains were cultured in LB medium containing 0% **(A)**, 0.75% **(B)**, 1% **(C)**, and 1.25% (v/v) **(D)** butanol.

Thirteen upregulated genes verified by qRT-PCR were selected for investigating their function in promoting butanol tolerance, and engineered strains were cultured in the presence or absence of butanol. The maximum cell density of BW25113 (pBAD-*fadB*) was increased by 25.5, 12.7, and 5.1% under 0, 0.5, and 0.75% (v/v) butanol stress, respectively, compared with that of the control strain BW25113 (pBAD30) (Figure 3). These results indicate that *fadB* overexpression can promote cell growth and that the cell density of *E. coli* under butanol stress can also be increased to some extent. The maximum cell density of the *slp*-, *acs*-, and *fadL*-overexpressing strains was decreased by 31.9, 8.3, and 27.7%, respectively, compared with the control strain in the absence of butanol (Figure 3A, with a significant decrease under butanol stress (Figures 3B,C). These results indicate that overexpression of these three genes inhibits the growth of the cells, resulting in a decreased cell density under butanol stress.

**FIGURE 3:**
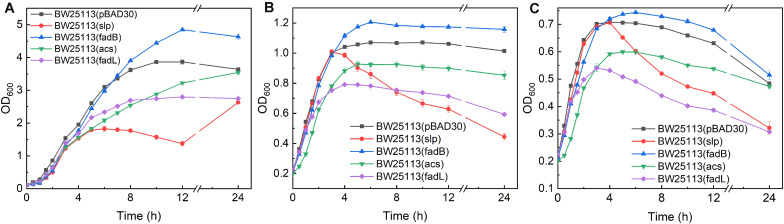
Growth evaluation of overexpression strains. **(A–C)** Growth curves of *acs*-, *fadB*-, *fadL*-, and *slp*-overexpressing strains exposed to 0, 0.5, and 0.75% (v/v) butanol. BW25113 (pBAD30) was used as a control.

Unlike *fadB*, *slp*, *acs*, and *fadL*, overexpression of the other nine upregulated genes did not cause an increase or decrease in cell growth under butanol stress (data not shown), indicating that overexpression of these nine genes does not alter butanol tolerance. It is possible that most responsive genes do not exhibit a significant butanol tolerance function; it also may be that simultaneous changes in the expression of multiple DEGs cause synergistic physiological and biochemical responses to resist butanol stress. Therefore, the function and classification of the DEGs is not well illustrated merely by functional complementation via knockout or overexpression of a certain gene. Correspondingly, the metabolic network of these DEGs was also analyzed, and the following interesting response mechanism was observed.

### DT*rob* Responds to Butanol Stress by Altering Acetyl-CoA and Acetate Production

The expression levels of *poxB*, encoding pyruvate dehydrogenase (PoxB), and *acs*, encoding acetyl-CoA synthetase (Acs), were upregulated in the DT*rob* strain, as shown by the RNA-Seq and qRT-PCR data (Figure 5). PoxB and Acs convert pyruvate to acetyl-CoA in a two-step enzymatic reaction (Figure 4A). 

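The thiolase gene *fadA*, whose product releases acetyl-CoA in the last step of aerobic β-oxidation, was at 57.3 FPKM in BW25113 and 1001 FPKM in DT*rob*. This is a log2 ratio of 4.10 (95% counting interval 3.96 to 4.30). The gene *fadI*, which encodes the thiolase of anaerobic β-oxidation, was at 89.2 FPKM and 335 FPKM, a log2 ratio of 1.89 (1.77 to 2.05) or 1.39 relative to the median of all genes. For *fadE*, whose product is the acyl-CoA dehydrogenase that opens the cycle, the levels were 381 FPKM in BW25113 and 458 FPKM in DT*rob*. Its log2 ratio was 0.27 (0.21 to 0.33) on the FPKM scale and −0.24 relative to the median, so its direction depends on the scaling. These are the 3 named genes among 9 of β-oxidation listed before the data were examined.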

Four genes (*fadA*, *fadB*, *fadD*, and *fadL*) involved in fatty acid β-oxidation were also significantly upregulated in the DT*rob* strain, and the final product of fatty acid β-oxidation is acetyl-CoA (Figure 4A). An enhanced acetyl-CoA pool has been demonstrated to be achieved through modification of a fatty acid β-oxidation pathway (Zhang et al., 2019), and acetyl-CoA is a key molecule in microbial central carbon metabolism and involved in a variety of cellular processes (Krivoruchko et al., 2015). Thus, upregulation of the six genes (Figure 5 and Table 1) caused by inactivation of Rob might result in increased acetyl-CoA levels, which would provide more raw material and energy for a number of physiological processes and cell growth. Nonetheless, the acetyl-CoA content of BW25113 and DT*rob* was not significantly different under 0.75% butanol stress (data not shown). It is possible that the increased acetyl-CoA in DT*rob* is quickly transferred to other metabolic pathways, such as the TCA cycle to provide energy for cell growth, or provides acetyl groups for acetylation of histones to promote cell growth and proliferation (Cai et al., 2011). Accordingly, no obvious accumulation of acetyl-CoA was observed in DT*rob*, although which showed a higher cell density than BW25113 under butanol stress.

**FIGURE 4:**
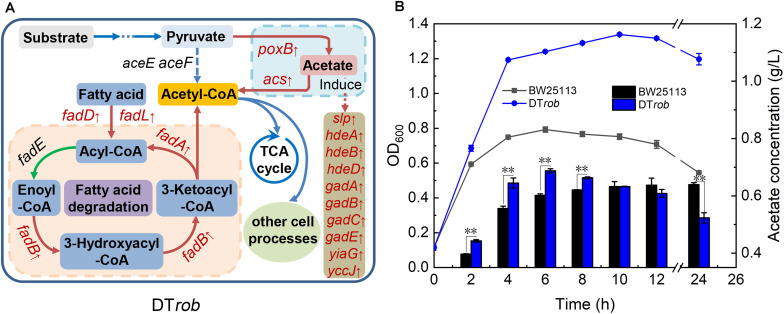
Mechanism of butanol tolerance regulated by Rob via an increase in acetyl-CoA. **(A)** The fatty acid oxidation and acetate metabolism pathways regulated by Rob. Genes marked in red font were upregulated in DT*rob*. **(B)** Acetate levels in the BW25113 and DT*rob* strains under 0.75% (v/v) butanol stress. The line graph shows the growth curve, and the bar graph shows the extracellular acetate concentration. Error bars represent one standard deviation. Statistical significance of the differences between DT*rob* and BW25113 was analyzed by a one-way ANOVA. *P < 0.05 was considered statistically significant and **p < 0.01 was considered extremely significant. Growth assays were carried out in triplicate in screw-cap flasks.

**FIGURE 5:**
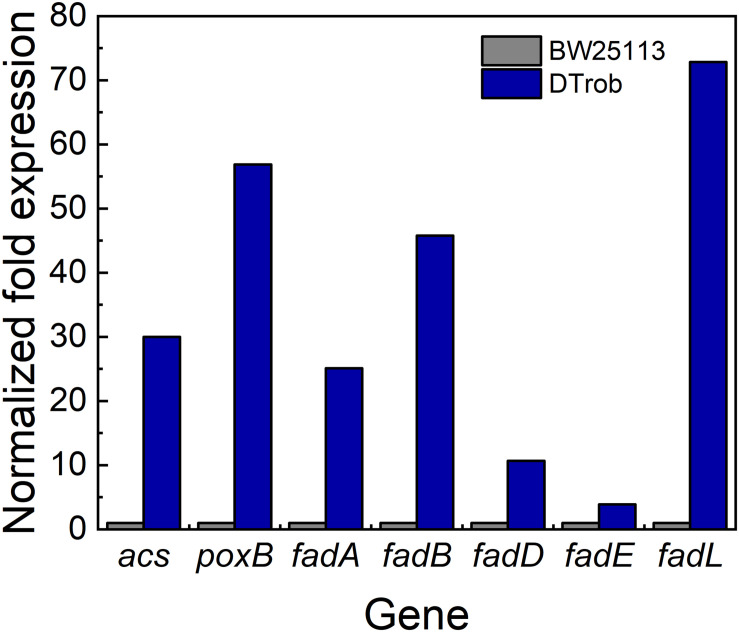
qRT-PCR analysis of genes involved in acetyl-CoA production. Gray bar represents BW25113, blue bar represents DT*rob*. The expression level was calculated by 2^–ΔΔ*Ct*^ method.

In addition, expression of ten genes (*Slp*, *hdeA*, *hdeB*, *hdeD*, *gadA*, *gadB*, *gadC*, *gadE*, *yiaG*, and *yccJ*) upregulated in the DT*rob* strain has been reported to be increased when cells are subjected to acid stress (Ma et al., 2003; Tucker et al., 2003; Hommais et al., 2004). Indeed, upregulation of PoxB, which converts pyruvate to acetate (Dittrich et al., 2005), would lead to an increase in acetate levels, and the extracellular acetate concentration in the DT*rob* culture was higher than that of the BW25113 strain in the log phase (Figure 4B). These results indicate that upregulated expression of some genes in the DT*rob* strain might promote the production of acetyl-CoA and result in acetate accumulation, in turn inducing expression of genes involved in the response to acid stress.

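The chaperone HdeB keeps periplasmic proteins from clumping at low pH. Its gene *hdeB* was at 14.4 FPKM in BW25113 and 190.2 FPKM in DT*rob*. This is a log2 ratio of 3.64 on the FPKM scale or 3.14 relative to the median of all genes. The ratio on the FPKM scale rests on 20 reads in BW25113 and 298 in DT*rob*, which gives a 95% counting interval of 3.07 to 4.46. By the paper's qRT-PCR the change was smaller, 0.86 on the log2 scale. The gene *hdeB* is the only one of the 10 acid stress genes with a named row. From the higher expression of genes for acetyl-CoA formation and the acetate concentrations in Fig. 4B, the paper proposes that acetate accumulates in DT*rob* and induces acid stress genes such as *hdeB*.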

## Discussion

Mutation of the transcription regulator *rob* in *E. coli* altered the expression levels of 285 genes in response to butanol stress. Deletion of the genes *glgS* and *yibT*, encoding a transcriptional regulator and a membrane-associated protein, respectively, directly increased butanol tolerance. In addition, overexpression of the *fadB* gene, encoding a fatty acid oxidation-related enzyme, promoted the growth of *E. coli* and slightly enhanced butanol tolerance. Deletion of *glgS* has been reported to improve the production of both flagella and type 1 fimbriae, resulting in enhanced swarming motility of bacterial cells. Such enhanced motility protects cells from toxicity by allowing them to escape from toxic environments, such as those containing n-butanol (Rahimpour et al., 2013; Kim et al., 2016). However, the Δ*glgS* strain showed an increased capacity to initiate biofilm formation (Rahimpour et al., 2013), and biofilms provide good protection for cells as a permeability barrier and also enhance the ability of bacteria to adapt to adverse environments, including butanol stress (Li et al., 2016). It has been reported that deletion of *yibT* can increase the proportion of unsaturated fatty acids in the membrane, resulting in lower membrane fluidity and higher membrane rigidity and integrity, protecting cells from organic solvent stress (Si et al., 2016). Therefore, *yibT* deletion can improve the butanol tolerance of *E. coli*.

The gene *fadB* encodes the α-subunit of a multienzyme complex that is involved in fatty acid β-oxidation (Fujita et al., 2007) and responsible for the hydration of enoyl-CoA and oxidation of 3-hydroxyacyl-CoA (Figure 4A). Overexpression of *fadB* may accelerate the two-step enzymatic reaction and the conversion of fatty acids to acetyl-CoA. Additional acetyl-CoA entering the tricarboxylic acid cycle would provide more energy for cell growth, resulting in an increase in cell density. This growth improvement may also result in a higher cell density under butanol stress.

Interestingly, overexpression of *acs*, *slp*, and *fadL* did not increase the butanol tolerance of *E. coli* and even led to inhibition of cell growth. The *acs*, *slp*, and *fadL* genes encode the Acs (Brown et al., 1977), outer membrane protein Slp (Alexander and St John, 1994) and fatty acid transporter FadL (van den Berg et al., 2004), respectively, and the results of previous studies also showed that overexpression of these three genes inhibits cell growth (Black et al., 1985; Alexander and St John, 1994; Zhang et al., 2019). However, individually overexpressing these three genes does not improve butanol tolerance, as they function in synergy with other genes in the same GO functional category to resist butanol stress. Moreover, Acs and PoxB may function together to promote the production of acetyl-CoA; FadL may act in conjunction with proteins encoded by *fadA*, *fadB*, and *fadD* to promote fatty acid degradation, and Slp may act in conjunction with some proteins to promote acid tolerance in response to acetate stress (Figure 4A). Therefore, the proteins encoded by these genes synergistically respond to butanol stress.

Among the 15 DEGs identified by functional complementation experiments, only *fadB*, *glgS*, and *yibT* were identified to be involved in significant butanol tolerance in this study. Correspondingly, among thirteen DEGs investigated, only five contribute to the increased butanol tolerance of the mutant B8 (Si et al., 2016). These results demonstrate that changes in the expression of a few genes may be valuable for functional improvements in butanol tolerance. Furthermore, the enhanced tolerance regulated by a TF may result from the combined actions of simultaneous changes in the expression levels of multiple genes. In addition, metabolic network and GO analyses of DEGs are necessary to identify potential mechanisms regulated by TFs, which would provide a basis for further elucidating the elaborate molecular interplay between a TF and its interacting proteins or responsive genes.

## Conclusion

In summary, the *rob* gene-mutant strain DT*rob* was shown to exhibit higher butanol tolerance than BW25113, and 285 DEGs between the two strains were identified. Deletion of *glgS* and *yibT* and overexpression of *fadB* improved the butanol tolerance of *E. coli*. Furthermore, this is the first study to report that *glgS* can impact butanol tolerance directly. Analysis of the metabolic network of DEGs revealed that inactivation of Rob upregulated some genes that may be involved in the synergistic increase in acetyl-CoA production to promote cell growth under butanol stress. Thus, the results of this study provide a deeper understanding of the regulatory mechanism of Rob in the resistance of *E. coli* to butanol stress.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) of NCBI, GSE120032, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120032.

## Author Contributions

YM conceived of the project, analyzed the data, and wrote the manuscript. YM, TX, and ZW designed the experiments and drafted the manuscript. TX, ZW, and DH performed the experiments. All authors analyzed the data, prepared the manuscript, and approved the final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Novel Butanol Tolerance-Promoting Function of the Transcription Factor Rob in Escherichia coli
**Source:** Front Bioeng Biotechnol. 2020 Sep 22;8:524198. doi: 10.3389/fbioe.2020.524198
**Supplement:** Supplementary file 1

Supplementary Material

1 Supplementary Figures

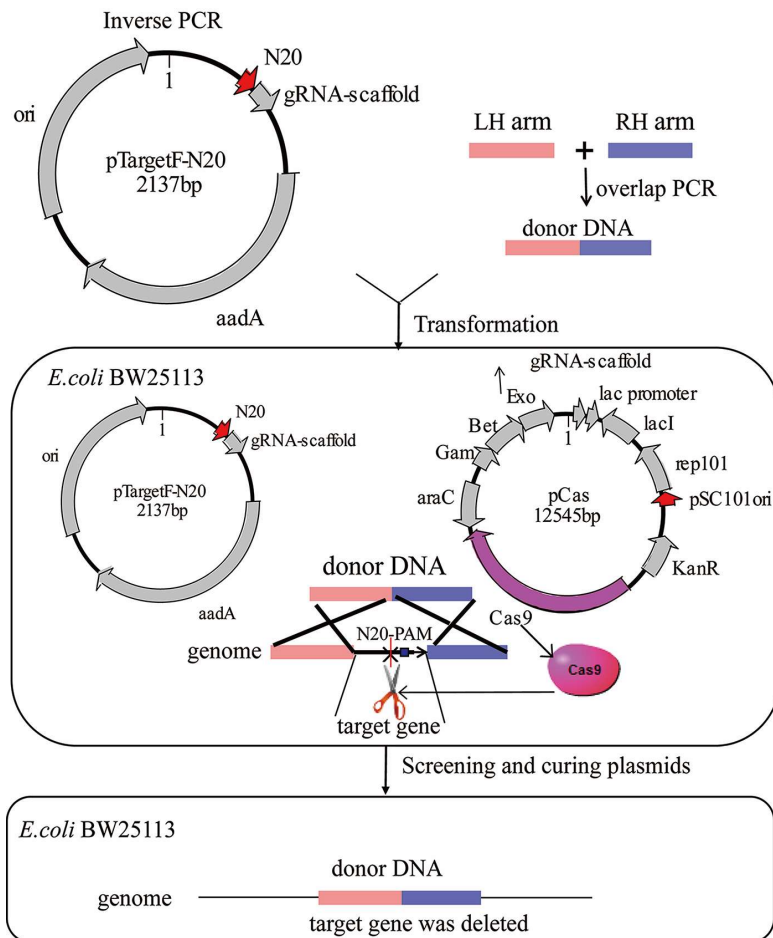

Figure S1. The diagram of genome editing with crispr-Cas9 system(Jiang et al., 2015). pTargetF-N20 was constructed to express the targeting sgRNA, with the pTargetF plasmid as templates by inverse PCR. N20, 20-bp region complementary to the targeting region. Donor DNA were fused from the left and right homologous arms by overlap PCR. pCas plasmid contains the cas9 gene, which express Cas9 endonuclease. AraC, arabinose-inducible transcription factor; KanR: kanamycin resistance expression cassette. The sgRNA-N20 can mediate Cas9(like a molecular scissors) cleavage at ~3 bp upstream of the PAM of the target gene in the genome, and the doner DNA could repair incision by λ -RED recombinase yielding a deletion of target gene. Finally, an arabinose-inducible sgRNA(in pCas plasmid) guiding Cas9 to the pMB1 replicon of pTargetF-N20, the λ -Red recombination system to improve the editing efficiency, and the temperature-sensitive replication repA101 for self-curing.

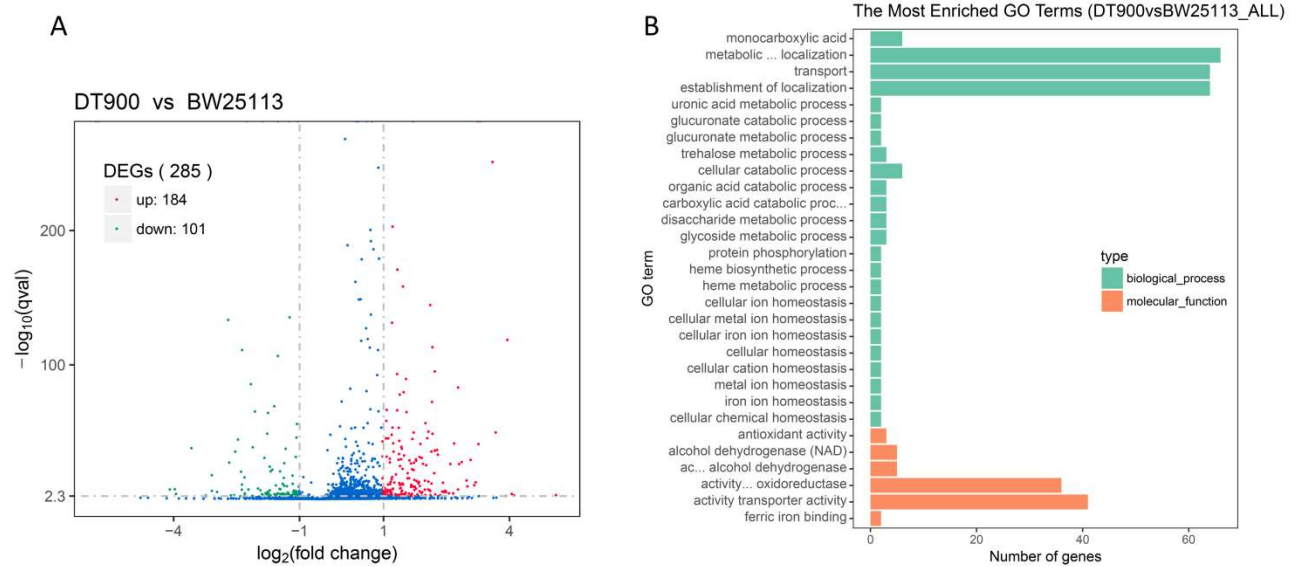

Figure S2. Screening and functional analysis of DEGs between DT*rob* and the control. (A) Significantly up- or downregulated genes between the DT*rob* and BW25113 strains ($|\log_2(\text{FoldChange})| > 1$ and q value < 0.005); (B) GO enrichment analysis of the DEGs.

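The plot sets the size of each change against its q-value, and a gene counts as a DEG only past both limits. The proline dehydrogenase gene *putA* passed only the limit on q, with a log2 fold change of 0.50 and a q of 1.49e-118 in the authors' deposited table. It had 6714 reads in BW25113 and 15103 in DT*rob*, and its log2 ratio on the FPKM scale was 0.998. The gene *zraP*, for a zinc-binding periplasmic protein, passed only the limit on size, with a log2 fold change of −2.26 and a q of 0.0732 in the authors' deposited table. It had 45 reads and 15 reads. Both were chosen after their values were seen. Of the rows of the authors' deposited table 942 had a q under 0.005, of which 740 had a log2 fold change above 0 and 202 below 0. The q-values and the fold changes may be on different scales. In the 208 rows with an authors' p-value over 0.9, the median of the authors' log2 fold change was −0.50. The split into 740 and 202 therefore does not by itself show that more genes were higher.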

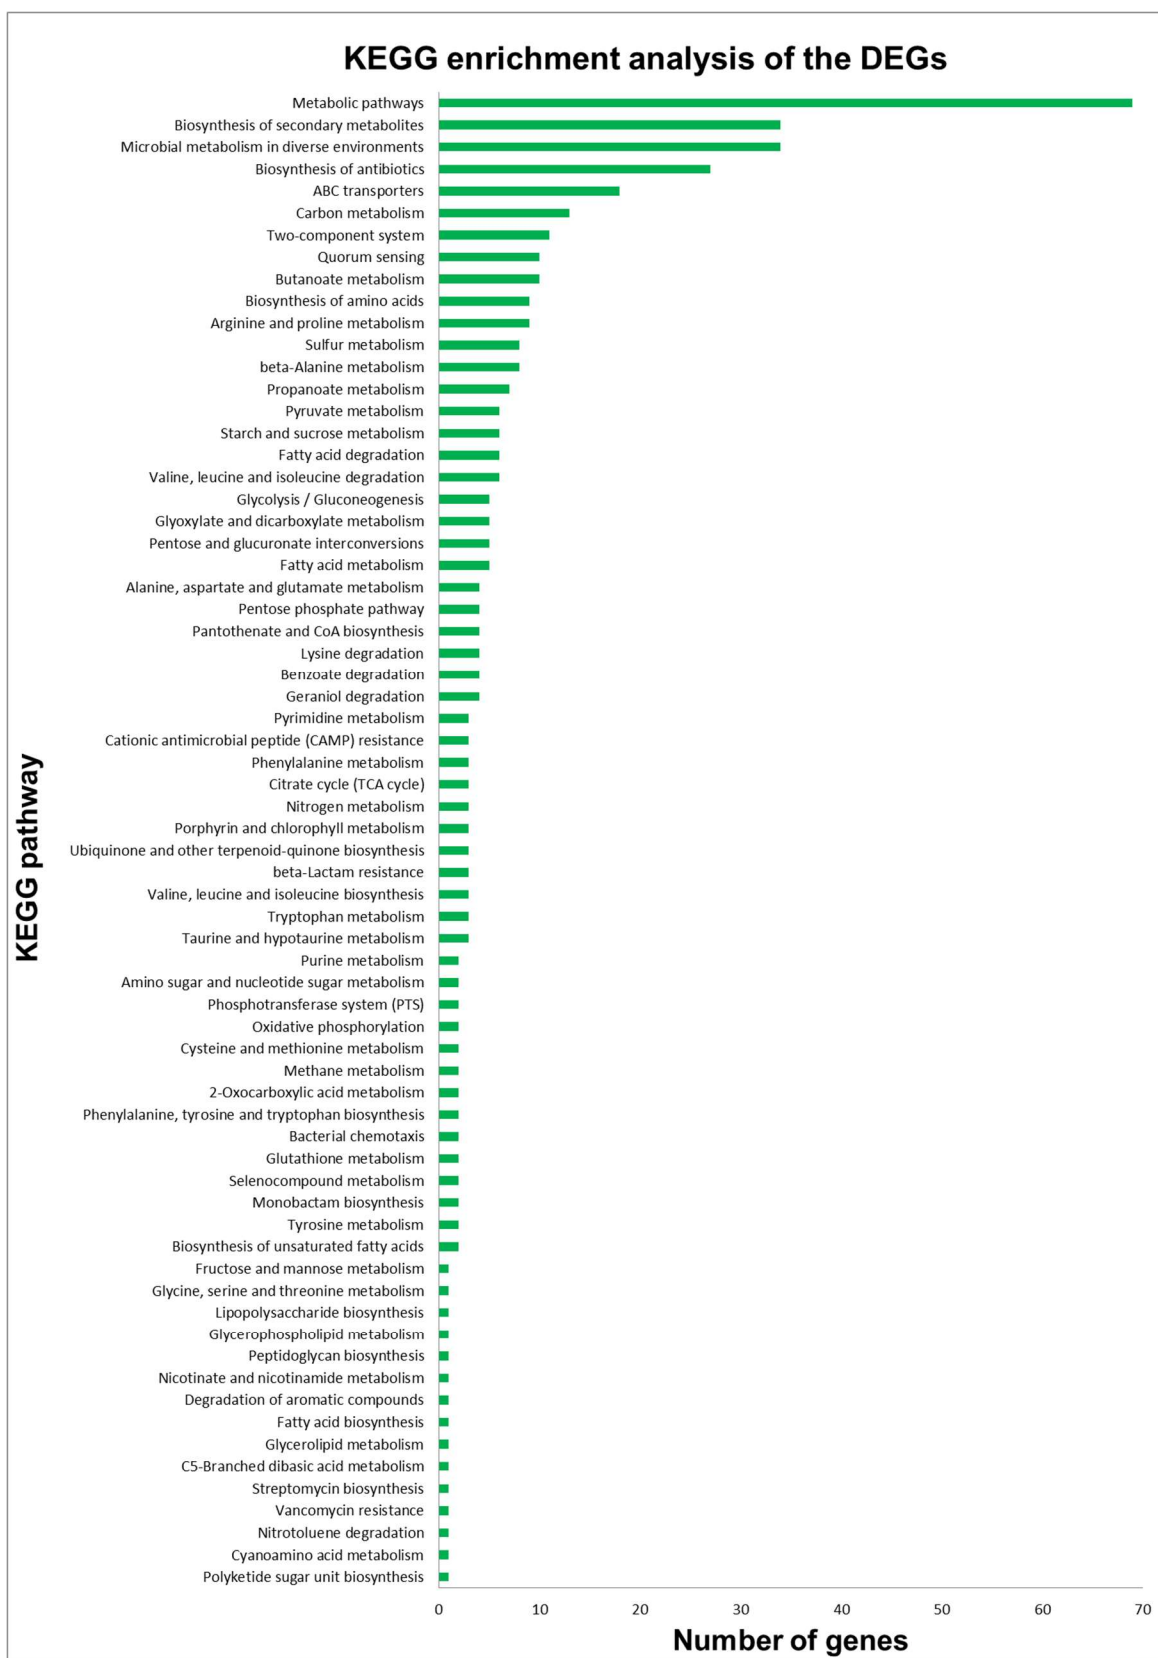

Figure S3. KEGG enrichment analysis of the DEGs.

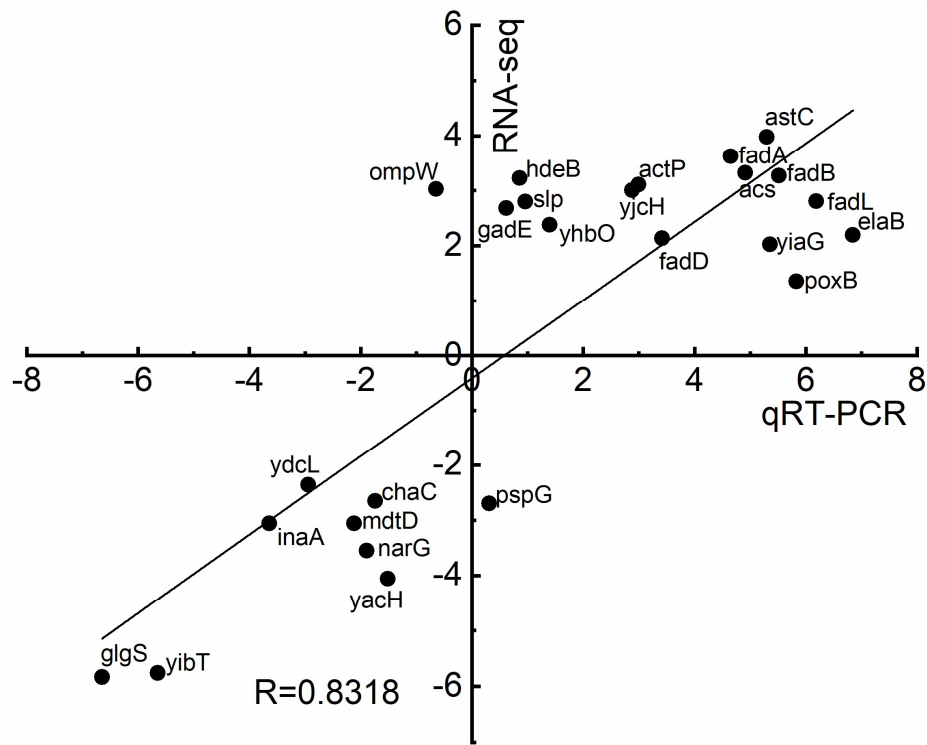

Figure S4. Correlation between RNA-seq and qRT-PCR results for RNA-seq data verification. The gene expression ratios of both RNA-seq and qRT-PCR data for the genes in Table 1 were log transformed into base 2, and the RNA-seq log2 ratio values were plotted against the qRT-PCR log2 values.

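Each point of this plot is a gene of Table 1, such as *fadA*, with the RNA-Seq and the qRT-PCR result as log2 ratios. The genes form a higher and a lower group, and r was computed again within each from the paper's own values. Within the 16 genes that are higher by RNA-Seq, r was −0.13 and rho −0.14. Within the 9 lower genes, r was 0.783 and rho 0.452. Without *yibT* and *glgS*, which lie farthest from the median qRT-PCR value, r over the rest was 0.750. That value still holds the gap between the higher and the lower group. Both genes are among the 9 lower ones, and r within that group was not computed without them. Whether the 0.783 rests on these genes alone was therefore not tested.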

2 Supplementary Tables

Table. S1 Strains and plasmids used in this study.

Strains and plasmids	Genotype/relevant characteristics	Source
**Strains**		
<i>E.coli</i> BW25113	F ⁻ $\Delta(araD-araB)567$ $\Delta lacZ4787(::rrnB-3)\lambda$ - <i>rph-1</i> $\Delta(rhaD-rhaB)568$ <i>hsdR514</i>	CGSC ^a
Δrob^b	BW25113 $\Delta rob::Cm^r$	(He et al., 2019)
DTrob ^b	<i>E.coli</i> BW25113, point mutation of <i>rob</i>	This study
$\Delta glgS$	BW25113 $\Delta glgS$	This study
$\Delta yibT$	BW25113 $\Delta yibT$	This study
BW25113(pBAD30)	BW25113 harboring plasmid pBAD30	This study
BW25113(pBAD- <i>acs</i>)	BW25113 harboring plasmid pBAD30- <i>acs</i>	This study
BW25113(pBAD- <i>actP</i>)	BW25113 harboring plasmid pBAD30- <i>actP</i>	This study
BW25113(pBAD- <i>astC</i>)	BW25113 harboring plasmid pBAD30- <i>astC</i>	This study
BW25113(pBAD- <i>elaB</i>)	BW25113 harboring plasmid pBAD30- <i>elaB</i>	This study
BW25113(pBAD- <i>fadA</i>)	BW25113 harboring plasmid pBAD30- <i>fadA</i>	This study
BW25113(pBAD- <i>fadB</i>)	BW25113 harboring plasmid pBAD30- <i>fadB</i>	This study
BW25113(pBAD- <i>fadL</i>)	BW25113 harboring plasmid pBAD30- <i>fadL</i>	This study
BW25113(pBAD- <i>gadE</i>)	BW25113 harboring plasmid pBAD30- <i>gadE</i>	This study
BW25113(pBAD- <i>hdeB</i>)	BW25113 harboring plasmid pBAD30- <i>hdeB</i>	This study
BW25113(pBAD- <i>slp</i>)	BW25113 harboring plasmid pBAD30- <i>slp</i>	This study
BW25113(pBAD- <i>yhbO</i>)	BW25113 harboring plasmid pBAD30- <i>yhbO</i>	This study
BW25113(pBAD- <i>yiaG</i>)	BW25113 harboring plasmid pBAD30- <i>yiaG</i>	This study
BW25113(pBAD- <i>yjcH</i>)	BW25113 harboring plasmid pBAD30- <i>yjcH</i>	This study
BW25113(pBAD- <i>glgS</i>)	BW25113 harboring plasmid pBAD30- <i>glgS</i>	This study
BW25113(pBAD- <i>yibT</i>)	BW25113 harboring plasmid pBAD30- <i>yibT</i>	This study
**Plasmids**		
pCas	repA101(Ts) kana Pcas-cas9 ParaB-Red lacIq Ptrc-sgRNA-pMB	(Jiang et al., 2015)
pTargetF	pMB1 aadA sgRNA-pMB1	(Jiang et al., 2015)
pKD46	Ap ^R , λ Red recombinase expression	(Datsenko and Wanner, 2000)
pBAD30	Arabinose-inducible expression vector, ori 15A replicon, Ap ^R	(Guzman et al., 1995)
pKD3	Derived plasmid of pANTS γ , ori R6K replicon, Ap ^R , Cm ^r	(Datsenko and Wanner, 2000)
pBAD30- <i>acs</i>	pBAD30 containing <i>acs</i> gene	This study
pBAD30- <i>actP</i>	pBAD30 containing <i>actP</i> gene	This study
pBAD30- <i>astC</i>	pBAD30 containing <i>astC</i> gene	This study
pBAD30- <i>elaB</i>	pBAD30 containing <i>elaB</i> gene	This study
pBAD30- <i>fadA</i>	pBAD30 containing <i>fadA</i> gene	This study
pBAD30- <i>fadB</i>	pBAD30 containing <i>fadB</i> gene	This study
pBAD30- <i>fadL</i>	pBAD30 containing <i>fadL</i> gene	This study
pBAD30- <i>gadE</i>	pBAD30 containing <i>gadE</i> gene	This study
pBAD30- <i>hdeB</i>	pBAD30 containing <i>hdeB</i> gene	This study
pBAD30- <i>slp</i>	pBAD30 containing <i>slp</i> gene	This study
pBAD30- <i>yhbO</i>	pBAD30 containing <i>yhbO</i> gene	This study
pBAD30- <i>yiaG</i>	pBAD30 containing <i>yiaG</i> gene	This study
pBAD30- <i>yjcH</i>	pBAD30 containing <i>yjcH</i> gene	This study
pBAD30- <i>glgS</i>	pBAD30 containing <i>glgS</i> gene	This study
pBAD30- <i>yibT</i>	pBAD30 containing <i>yibT</i> gene	This study

^aColi Genetics Stock Center^bDT*rob* and Δ *rob* were named DT900 and D900 in our previous study (He et al., 2019), respectively**Table S2. Primers used in real-time quantitative RT-PCR experiment.**

**Primers**	**Sequence(5'–3')**
GAPDH-F	GACGAAGTTGGTGTGAC
GAPDH-R	GATGTGTTTACGAGCAGTT
ompW-F	TTCAGCGTGACCAATAAC
ompW-R	CCAGTAATTCCACACCAAT
inaA-F	CTGGTGACTGAAGATATG
inaA-R	GTCAGAATAAGGCGATAC
glgS-F	GGATGAAGAACATAGAACCCT
glgS-R	TCAGTGCTCTAACTCCAG
yibT-F	CGATAAAGCCGTAGATTTT
yibT-R	AAGCCGACGATAATACTC
pspG-F	AATATGTTCTCGGCGGTAT
pspG-R	CTGATATTTTCGGCACTTTTGG
mdtD-F	GAATGAAGCGAATTGTGGTA
mdtD-R	GTAGTCATAAACAACAGGGT
yjcH-F	TATCAGCGGATAGAAGACAA
yjcH-R	GGCGATCAGTAAAATAAAGC
agaD-F	CAAGGATCTGAAGCTGGATA
agaD-R	GTA CTGAATACCGCCGTTAT
ydcL-F	TATTGGCTCTGTCTGGTTGT
ydcL-R	CGATGCTGTCATATTTGCTTTG
gadE-F	CCTTGATGAAGAAGCGATTA
gadE-R	GGCAAGTGTTTACCATAAGT
slp-F	GGCAATAACCAACCTGATAT
slp-R	TCCAACGGTAATACAGAGAT
fadB-F	CGTGGATATTGTGGTAGAAG
fadB-R	TGATAGGAATGGTTGAAGTG
hedB-F	CAGTATATAAAGGTGGCGATAC
hedB-R	ATTCGGCAAGTCATTAGATG
chaC-F	GGAACCAACGCACAATACCT
chaC-R	AAATTCTCCGCCAGCAGTTT
yacH-F	GTCATACCATCCAATACAGT
yacH-R	GGAATATAGACCACATCAGG
narG-F	ATACGGTGAAATCCCTGAAA
narG-R	TTAGAACGCCAGCTGAACAG
actP-F	TTGTTACCACCAATCAGATG
actP-R	GGTTTATGGGCTACTTCTAT
yhbO-F	TGCCGTTTTAATCACTGATG
yhbO-R	TTTGCCCTTTCACCGTTTAC

Table S3. Primers in knockout experiments with the CRISPR/Cas system

Primers	Sequence(5'– 3') ^a
TargetF-R	ACTAGTATTATACCTAGGACTGAG
pTargetF-IR	ACTGCGGAGCCGTACAAATG
glgSN20	**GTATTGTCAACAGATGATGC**
glgSgF	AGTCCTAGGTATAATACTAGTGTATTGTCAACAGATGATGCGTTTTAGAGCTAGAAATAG
glgSDLF	CCGGTATAATGCACCGCAATAATCG
glgSDLR	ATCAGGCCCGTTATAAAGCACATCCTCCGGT
glgSDRF	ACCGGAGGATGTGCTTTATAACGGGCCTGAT
glgSDRR	AAGGTATGAGCGGAGCAGGTGCTA
yibTN20	**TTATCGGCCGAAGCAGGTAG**
yibTgF	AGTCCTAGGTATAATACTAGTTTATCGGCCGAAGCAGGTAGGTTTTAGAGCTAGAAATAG
yibTDLF	TAATTGCGCGCTGGAATGGCA
yibTDLR	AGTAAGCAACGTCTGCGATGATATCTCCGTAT
yibTDRF	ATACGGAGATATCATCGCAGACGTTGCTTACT
yibTDRR	CTTCTGGTGCTTCAGGTATTCCGC

^aThe black bold sequences indicated that the N20 sequences of target genes.

Table S4. Primers of overexpression experiment

Primers	Sequence(5'– 3')
ACS-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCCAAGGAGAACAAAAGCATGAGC
ACS-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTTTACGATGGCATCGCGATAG
ACTP-F	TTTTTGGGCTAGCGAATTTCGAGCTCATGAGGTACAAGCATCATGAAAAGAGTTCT
ACTP-R	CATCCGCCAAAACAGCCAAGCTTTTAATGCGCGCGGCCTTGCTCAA
ASTC-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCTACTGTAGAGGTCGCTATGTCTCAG
ASTC-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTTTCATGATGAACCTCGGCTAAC
ELAB-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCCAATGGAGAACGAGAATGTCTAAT
ELAB-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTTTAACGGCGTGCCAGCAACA
FADA-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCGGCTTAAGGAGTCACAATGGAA
FADA-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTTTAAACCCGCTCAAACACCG
FADB-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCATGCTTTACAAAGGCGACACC
FADB-R	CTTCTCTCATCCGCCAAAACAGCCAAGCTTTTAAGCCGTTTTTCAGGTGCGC
FADL-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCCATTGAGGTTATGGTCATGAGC
FADL-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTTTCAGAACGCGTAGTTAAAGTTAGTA
GADE-F	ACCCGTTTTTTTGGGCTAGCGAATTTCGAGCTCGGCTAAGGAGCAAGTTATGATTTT
GADE-R	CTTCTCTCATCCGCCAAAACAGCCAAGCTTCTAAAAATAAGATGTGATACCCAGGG
HDEB-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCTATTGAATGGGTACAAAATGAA
HDEB-R	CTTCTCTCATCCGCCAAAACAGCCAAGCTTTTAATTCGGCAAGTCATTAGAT
SLP-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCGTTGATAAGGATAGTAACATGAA
SLP-R	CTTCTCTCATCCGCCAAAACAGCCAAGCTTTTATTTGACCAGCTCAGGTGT
YHBO-F	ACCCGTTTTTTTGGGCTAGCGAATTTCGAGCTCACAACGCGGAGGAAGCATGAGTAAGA
YHBO-R	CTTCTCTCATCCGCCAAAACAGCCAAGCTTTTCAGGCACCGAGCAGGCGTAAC
YIAG-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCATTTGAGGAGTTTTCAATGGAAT
YIAG-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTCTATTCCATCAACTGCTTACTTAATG
YJCH-F	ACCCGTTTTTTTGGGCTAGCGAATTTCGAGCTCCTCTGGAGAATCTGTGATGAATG
YJCH-R	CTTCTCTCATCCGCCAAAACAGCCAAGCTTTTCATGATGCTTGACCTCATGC
GLGS-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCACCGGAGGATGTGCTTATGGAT
GLGS-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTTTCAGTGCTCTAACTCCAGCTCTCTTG
YIBT-F	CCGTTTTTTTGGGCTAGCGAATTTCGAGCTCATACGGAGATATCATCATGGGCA

YIBT-R	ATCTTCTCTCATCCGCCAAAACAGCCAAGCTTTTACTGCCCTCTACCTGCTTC
pBADIup	CACACTTTGCTATGCCATAGCA
pBADIdown	ACCGCTTCTGCGTTCTGATT

Table S5. The genes were selected to delete or over express

Gene	Function	Up or down regulated	Deletion or overexpression
<i>glgS</i>	glycogen synthase surface composition regulator/ motility and biofilm regulator	down	D
<i>yibT</i>	uncharacterized protein	down	D
	hypothetical protein		
<i>acs</i>	acetyl-coenzyme A synthetase	up	O ^{*2}
<i>actP</i>	cation acetate symporter	up	D/O
<i>astC</i>	succinylornithine aminotransferase	up	O
<i>elaB</i>	DUF883 family protein, putative membrane-anchored ribosome-binding protein	up	O
<i>fadA</i>	acetyl-CoA C-acyltransferase FadA 3-ketoacyl-CoA thiolase (thiolase I)	up	O
<i>fadB</i>	fatty acid oxidation complex subunit alpha FadB	up	D/O
<i>fadL</i>	long-chain fatty acid transporter	up	O
<i>gadE</i>	transcriptional regulator GadE	up	O
<i>hdeB</i>	acid stress chaperone HdeB	up	O
<i>slp</i>	outer membrane protein slp	up	O
<i>yhbO</i>	stress-resistance protein	up	D/O
<i>viaG</i>	transcriptional regulator	up	O
<i>yjch</i>	DUF485 family inner membrane protein	up	D/O

^{*1} deletion, ^{*2} overexpression

Table. S6 Summary of available *E. coli* genes that involved in n-butanol tolerance.

Classification	Genes ^a	Reference
Oxidative stress related genes	<i>sodA</i> , <i>sodC</i> and <i>yqhD</i>	(Rutherford et al., 2010; Si et al., 2016)
Cell envelope stress related genes	<i>rpoE</i> , <i>clpB</i> and <i>spy</i>	(Rutherford et al., 2010)
Chaperons	<i>htpG</i> and <i>dnaJ</i>	(Rutherford et al., 2010)
Stress repose genes (heat shock, organic solvent, acid, cold shock)	<i>cpxR</i> , <i>degP</i> , <i>rpoH</i> , <i>rpoE</i> , **<i>yibA</i>** , **<i>metA</i>** , **<i>ymcE</i>** , <i>yjcD</i> , <i>astE</i> , <i>ygiH</i> <i>rph</i> , <i>phoB/R</i> and <i>raiA</i>	(Rutherford et al., 2010; Reyes et al., 2011)
Respiratory related genes	<i>nuo</i> operons and <i>cyo</i> operons	(Rutherford et al., 2010)
Metabolite transport and biosynthesis genes	<i>hisJ</i> , <i>cysD</i> , <i>leuD</i> , <i>glnH</i> , <i>gadA</i> , <i>potF</i> , <i>oppABCDF</i> , <i>argO</i> , <i>emrA</i> , <i>argD</i> , <i>argR</i> , <i>dapD</i> , <i>lysC</i> , <i>leuA</i> , <i>leuB</i> , <i>kdpB</i> , <i>luxS</i> , <i>purP</i> , <i>manX</i> , <i>manY</i> , **<i>malE</i>** , **<i>phnH</i>** , **<i>metE</i>** and **<i>alsB</i>**	(Rutherford et al., 2010)

Regulators	<i>rseA</i> , <i>crl</i> , <i>soxS</i> , <i>srnB</i> , <i>rpoD</i> , <i>rpoN</i> , <i>rplP</i> , <i>rplC</i> ,<br><i>rpiB</i> , <i>rpsF</i> , **<i>cpxP</i>** , **<i>evnY</i>** and **<i>evgS</i>**	(Rutherford et al., 2010)
Efflux pump system genes	<i>marA</i> , <i>mdtB</i> , **<i>focA</i>** and **<i>acrB</i>**	(Rutherford et al., 2010; Reyes et al., 2011)
Membrane proteins related genes	<i>ompX</i> , <i>smpA</i> , <i>ompG</i> , **<i>yibT</i>** , **<i>yghW</i>** , **<i>Gcl</i>** , **<i>glcF</i>** , **<i>ybjC</i>** ,<br>**<i>ompF</i>** , **<i>yfdG</i>** and **<i>ompT</i>**	(Rutherford et al., 2010; Reyes et al., 2011)
Iron metabolism related genes	<i>allB</i> , <i>metK</i> , <i>pdxA</i> , <i>araA</i> , <i>leuB</i> , <i>menD</i> , <i>pphA</i> , <i>pykF</i> ,<br>**<i>feoA</i>** and **<i>entC</i>**	(Rutherford et al., 2010; Reyes et al., 2011)
Energy metabolism	**<i>hyaF</i>**	(Reyes et al., 2011)

^aThe black bold genes indicated that it has been confirmed to be related to butanol tolerance by overexpression or knockout experiment.

References

- Datsenko, K.A., and Wanner, B.L. (2000). One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. *Proceedings of the National Academy of Sciences of the United States of America* 97(12), 6640-6645.
- Guzman, L.M., Belin, D., Carson, M.J., and Beckwith, J. (1995). Tight regulation, modulation, and high-level expression by vectors containing the arabinose PBAD promoter. *Journal of Bacteriology* 177(14), 4121. doi: 10.1128/jb.177.14.4121-4130.1995.
- He, X., Xue, T., Ma, Y., Zhang, J., Wang, Z., Hong, J., et al. (2019). Identification of functional butanol-tolerant genes from *Escherichia coli* mutants derived from error-prone PCR-based whole-genome shuffling. *Biotechnology for Biofuels* 12(1), 73. doi: 10.1186/s13068-019-1405-z.
- Jiang, Y., Chen, B., Duan, C.L., Sun, B.B., Yang, J.J., and Yang, S. (2015). Multigene Editing in the *Escherichia coli* Genome via the CRISPR-Cas9 System. *Applied and Environmental Microbiology* 81(7), 2506-2514.
- Reyes, L.H., Almario, M.P., and Kao, K.C. (2011). Genomic Library Screens for Genes Involved in n-Butanol Tolerance in *Escherichia coli*. *Plos One* 6(3).
- Rutherford, B.J., Dahl, R.H., Price, R.E., Szmidt, H.L., Benke, P.I., Mukhopadhyay, A., et al. (2010). Functional genomic study of exogenous n-butanol stress in *Escherichia coli*. *Appl Environ Microbiol* 76(6), 1935-1945. doi: 10.1128/AEM.02323-09.
- Si, H.M., Zhang, F., Wu, A.N., Han, R.Z., Xu, G.C., and Ni, Y. (2016). DNA microarray of global transcription factor mutant reveals membrane-related proteins involved in n-butanol tolerance in *Escherichia coli*. *Biotechnology for Biofuels* 9.

How the deposited data were processed for this re-analysis (not part of the article)

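RNA-Seq data of 1 library of BW25113 and 1 library of DT*rob*, both from LB with 0.75% (v/v) butanol, were used. The authors filtered the reads and mapped them to the BW25113 genome with Bowtie2, whose version is not given in the sources used here, nor are the counting tool and annotation. The deposited FPKM values are fragments per kilobase of gene, scaled by the authors to the mapped reads of each library. The deposited read values are signal in normalized reads: the authors divided the reads of each library by one factor, values under 1 are listed as 0, and rows with FPKM 0 in both libraries (218) have none. The deposited log2 fold changes equal the log2 ratio of these normalized values within 0.001 in 3676 of the 3676 rows where both are above 0. Another 472 rows have a listed 0 and yet a finite fold change. Where FPKM is above 0 in both libraries, the authors' log2 fold change is the log2 ratio of FPKM minus 0.50. The authors' DEGs come, by the paper's account, from DESeq 1.24.0 on the same 2 libraries, and 444 rows have no p-value. How the deposited p-values and q-values were computed was not settled here. A normal approximation from normalized reads on shares of library totals came close to the p-values (median difference 0.0155 on the log10 scale). The authors' q-values were a median of 0.664 times their p-values after Benjamini-Hochberg adjustment, and the cause was not tested.

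Of the normalized values above 0, 3826 of 3826 in BW25113 and 3843 of 3843 in DT*rob* were whole multiples of one step per library within 0.001 of a step, and the multiples were taken as reads. They came to 4257369 reads in genes for BW25113 and 4789683 for DT*rob*, where the FPKM values imply totals of 4258096 and 4790928. Because values under 1 are listed as 0, the fewest reads that are listed are 4 in BW25113 and 6 in DT*rob*. Listed reads were above 0 in 3826 genes of BW25113 and 3843 of DT*rob*, which have these different floors, and another 389 and 464 genes had an FPKM above 0 with reads listed as 0. The median level was 18.1 FPKM and 25.5 FPKM. Intervals on a ratio or a share are exact 95% Clopper-Pearson intervals and cover counting error only. Those on a ratio carry no pseudocount.

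The measure was log2((FPKM in DT*rob* + 1)/(FPKM in BW25113 + 1)) among the 3018 of 4592 rows with an FPKM of 10 or more in at least 1 library, with a limit of 2-fold. No test of a difference between the strains was run for a claim, since there is 1 library per strain. P-values were recomputed only to see how the authors' DEGs depend on them. The placement of the DEGs along the locus tags was compared with shuffles. DEGs were recounted from the authors' q-values and log2 fold changes at the limits the paper states. The counting steps were tested on simulated data with 200 of the genes changed by 4-fold among 2818 unchanged genes. Of the genes made higher 100% and of those made lower 98% passed the limit on the FPKM scale, with 8 unchanged genes past it on the higher and 3 on the lower side. Both simulated libraries had the same shares of reads apart from these changes, with Poisson counting error only. The simulation holds no shift such as that of *ssrA* and no spread between cultures. It cannot show whether the FPKM scale suits the 2 real libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

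A symbol stands in 192 rows (183 distinct symbols). The gene *rob* was taken as RS22900 and *acrB* as RS02385, as paired in the paper's introduction. The introduction also pairs *tqsA* with RS08380. A row carries the symbol *tqsA* and no row is listed under that tag, so whether both stand for the same gene was left open. The other rows have a locus tag that was not paired with a name, so that 2 of the 25 genes of Table 1, *fadA* and *hdeB*, were matched to a row. Of the 25 RNA-Seq values of Table 1, 23 equalled an authors' log2 fold change among the DEGs after rounding. With the values shifted by 0.03 to 0.5 either way, 96 shifts gave a median of 5 and at most 11. The other genes of Table 1 thus probably stand among the unnamed DEGs, but values were not used to assign names. The length implied by reads and FPKM equalled that of MG1655 within 0.5 base for 134 of 141 named genes. The rule for the genes named was set before the data were examined: genes the paper names, the 10 highest and the 10 lowest log2 ratios, and for each of 36 lists its 2 highest and 2 lowest members. Exceptions to this rule are genes chosen after their values were seen, which is stated where they are named. By the names matched here, 24 of the lists had a member with a named row. A row that stands under an older name of a member could be missed. Medians of lists and random lists were left out, since only the list holding *rob* alone had 80% or more of its members with a named row. The correlation with qRT-PCR was computed from the paper's own Table 1.

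The alternatives were other pseudocounts (0.1 and 10), other filters (none, FPKM of 1 and of 50), centring on the median gene, a trimmed mean of log2 ratios (30% of ratios and 5% of levels trimmed from each end), the authors' log2 fold change, reads scaled to library totals (CPM) with a pseudocount of 1, and limits of 1.5-fold and 4-fold. DEGs were also recounted at q limits of 0.05 and 0.001, among rows with an FPKM of 10 or more, and from the deposited lists of DEGs. Chosen after seeing the data were 6 versions of p-values recomputed from the deposited read values by a normal approximation with Benjamini-Hochberg adjustment. Results of GO, KEGG, growth, acetate and overexpression experiments were not analysed here.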

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

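All tests of explanations in this part were chosen after the result was seen. The authors' DEGs include 6 genes with a symbol that the paper's text does not discuss. The β-oxidation thiolase gene *fadI* had a log2 ratio of 1.89 on the FPKM scale. The gene *rpsV*, for a ribosome-associated protein, was at 1.60, *mtlR*, for the mannitol repressor, at 1.59 and *hemG*, for protoporphyrinogen oxidase, at 1.52. Lower in the DT*rob* library were *gldA*, for glycerol dehydrogenase, at −0.83 and the transfer-messenger RNA *ssrA* at −0.72. Relative to the median of all genes these were 1.39, 1.09, 1.08, 1.01, −1.33 and −1.22, so *gldA* and *ssrA* were past 2-fold only relative to the median. Each rests on 1 library per strain. Of these genes *rpsV*, *mtlR*, *gldA* and *ssrA* were chosen after their values were seen.

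The share of reads taken by *ssrA* was 40.0% in BW25113 and 24.3% in DT*rob*, and the median log2 ratio of all genes was 0.50. A few abundant RNAs may set this median. With the most abundant row, *ssrA*, left out of the totals the median was 0.17, and with the 2 most abundant rows left out it was 0.069. That number of rows was picked after medians with 3, 5, 10 and 100 rows left out had also been seen, which were 0.062, 0.088, 0.039 and 0.0062. A general loss of short RNAs from the DT*rob* library would lower the ratios of short genes. The 560 rows of 400 bases or less lay −0.048 from the median of all genes, but a short gene can be part of a long transcript. The other named stable RNAs with an FPKM of 10 or more, chosen after their values were seen, lay below the median as *ssrA* did: the 6S RNA gene *ssrS* was at −0.74 relative to the median (counting interval −0.80 to −0.68) and the RNase P RNA gene *rnpB* at −0.54 (−0.56 to −0.53). A loss of short stable RNAs therefore stays open. Whether the strain or the preparation of the 2 libraries changed the level of *ssrA* was not tested, since each strain has 1 library.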

How the results depend on the processing

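The 6 versions of recomputed p-values were chosen after seeing the data. The others were set before the data were examined. No paired analysis was possible with 1 library per strain. Against 542 genes higher and 96 lower, a pseudocount of 10 gave 329 and 57, a limit of FPKM 50 gave 327 and 46, centring on the median and the trimmed mean each gave 221 and 230, and the authors' log2 fold change gave 244 and 240. Fold limits of 1.5 and 4 gave 1279 and 201, and 113 and 22. No filter and FPKM of 1 each gave 165 lower, with the higher count within 1.5 times. Centring moves the limit by the median of 0.50, a stricter filter or fold limit keeps fewer genes by construction, and the other causes were not tested. A pseudocount of 0.1 and CPM kept both counts within 1.5 times.

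The authors' 285 DEGs stayed within 1.5 times in number under every q limit, filter and list tried. With p-values recomputed from normalized reads, 261 were called on shares of library totals (169 higher, 92 lower) and 246 on the scale of the fold changes (132 and 114). With adjusted values scaled as the authors' q-values these were 269 and 254. From reads in place of normalized reads they were 406 (247 higher, 159 lower) and 419 (213 higher, 206 lower).

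Pearson's r was −0.13 within the higher genes of Table 1, a reversed sign, and 0.750 without the 2 genes farthest out; the cause was not tested. Within the lower genes, which include those 2, r was 0.783 and was not computed without them. The count of 23 genes of Table 1 with the same direction could not change under its alternatives, since these shift all values by about 0.50 and the RNA-Seq values of Table 1 lie farther from 0. Of the genes for acetyl-CoA formation and for acid stress, *fadA* and *hdeB* were past the limit under every pseudocount, filter, scaling and fold limit tried. Of 37 named genes, 5 changed sign under centring, the trimmed mean and the authors' log2 fold change (*aceF*, *emrD*, *fadE*, *ompX* and *rpsN*). Of the 16 past 2-fold on the FPKM scale, 8 were within the limit when centred (*araG*, *artM*, *lacI*, *nhaA*, *nudC*, *tatA*, *ubiB* and *wecC*). All 8 were chosen after their values were seen, so their number does not measure how often centring matters. The rest of the 16 stayed past the limit. Another 6 were then past it (*acrB*, *cpxP*, *feoA*, *flk*, *gldA* and *ssrA*). Of the 37 genes *flk*, *gldA*, *ssrA*, *moaA*, *moaE*, *mtlR*, *rpsV*, *zraP*, *putA*, *rnpB* and *ssrS* were also chosen after their values were seen. Of these *mtlR*, *rpsV* and *zraP* stayed past the limit. For named genes and lists 170 values stayed and 118 moved (genes: out of the counting interval), mostly by the fixed shift of 0.50. Medians of lists, random lists, and r under other pseudocounts, scalings and CPM were not run, since too few rows have names. With 20 reads in BW25113, *hdeB* has a wider interval (3.07 to 4.46) than *fadA* (3.96 to 4.30).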

Differences from the paper's values

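For *fadA* the log2 ratio of FPKM was 4.10, and the paper's value in Table 1 is 3.63. The paper's value equals the authors' deposited log2 fold change after rounding. That fold change is the log2 ratio of FPKM without a pseudocount minus 0.50, so the gap is one of scaling. Of the alternatives set before the data were examined, centring on the median gene and the trimmed mean shift the ratio by about as much. Each gave 3.60. Pseudocounts of 0.1 (4.12) and 10 (3.91) and CPM (4.11) do not make this shift. All values come from the same reads, so counting error does not bear on their difference.

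For *fadE* the ratio of DT*rob* to BW25113 by RNA-Seq was 1.20, and the paper's qRT-PCR value is about 4 in Fig. 5, read by eye. None of the alternatives set before the data were examined reaches the paper's value: the ratio was 1.20 with pseudocounts of 0.1 and 10 and by CPM, 0.848 when centred on the median gene, and 0.849 with the trimmed mean and with the authors' log2 fold change. Fig. 4A does not mark *fadE* among the upregulated genes. For *fadA*, which the paper also measured by qRT-PCR, both methods gave a higher level in DT*rob*.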

Other observations

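The tests of 2 patterns in this part were chosen after the patterns were seen. The gene *feoA*, for a ferrous iron transport protein, was at 388 FPKM in BW25113 and 247 FPKM in DT*rob*, a log2 ratio of −0.65 or −1.15 relative to the median of all genes. The outer membrane protein gene *ompX* was at 4336 FPKM and 5061 FPKM, a log2 ratio of 0.22 that becomes −0.28 relative to the median. Of 85 genes taken from Table S6, 6 have a named row (*phoR*, *oppB*, *cpxP*, *acrB*, *ompX* and *feoA*). The *nuo* and *cyo* operons, *srnB* and *evnY* of that table were not in the list. On the FPKM scale 0 of them were past 2-fold, and relative to the median 3 were lower. Of 24 multidrug efflux genes 3 have a named row that reached an FPKM of 10 (*acrB*, *emrB*, whose symbol stands in 2 rows, and *emrD*), with 1 lower relative to the median and 0 past 2-fold on the FPKM scale. Of 51 genes of flagella and chemotaxis 10 have a named row, and 0 reached an FPKM of 10.

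Some rows next to *hdeB* and *fadA* in the order of locus tags were also higher in the DT*rob* library, which was looked at after their values were seen. The 3 rows after *hdeB* were at 42.3 FPKM, 0.820 FPKM and 4.89 FPKM in BW25113 and at 426 FPKM, 20.4 FPKM and 44.7 FPKM in DT*rob*. Their log2 ratios were 3.30, 3.56 and 2.95, and the pseudocount weighs on those with a low level in BW25113. The 3 rows after *fadA* had 3.76, 1.58 and 1.51. All of these rows are DEGs in the authors' deposited table. The rows before these genes were not DEGs: the row before *fadA* had a log2 ratio of 0.88, and the nearest and the next row before *hdeB* were at 0.725 FPKM and 0 FPKM in BW25113 and 3.87 FPKM and 2.36 FPKM in DT*rob*. Among the 184 higher DEGs 53 pairs were neighbours, where 10000 shuffles gave a median of 7 and at most 18. Among the 101 lower DEGs 29 pairs were neighbours, against a median of 2 and at most 10. Both counts argue against a random placement. The neighbours may be transcribed together, which was not tested, since the rows were not paired with operons.

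Of the authors' DEGs 64.6% were higher in DT*rob*. The p-values may compare shares of library totals while the fold changes use another scaling. In the 208 rows with an authors' p-value over 0.9, the median of the authors' log2 fold change was −0.50, where p-values on the scale of the fold changes would give a value near 0. Whether the fold changes by themselves are as one-sided as the DEGs depends on the scale, and which scale suits the libraries stays open. Of 354 rows past 2-fold by the authors' log2 fold change, which is centred near the median gene, with 100 or more reads in both libraries together, 54.8% were higher (exact 95% interval 49.5% to 60.1%, taking rows as independent, which neighbouring genes are not). The 2-fold limit of the DEGs was set on this log2 fold change, and on it these rows were less one-sided than the DEGs. Of the 354 rows, 16 higher and 61 lower ones were not DEGs. On the FPKM scale, where all ratios are shifted up by about 0.50, 444 rows with as many reads were higher by more than 2-fold and 60 lower. That is 88.1% higher. By the authors' log2 fold change and with at least 20, 50 and 200 reads the share was 51.3%, 53.8% and 55.3%. Of the 6 versions of recomputed p-values, those from normalized reads on shares of totals lay nearest to the authors' p-values (median difference 0.0155 on the log10 scale) and called 64.8% higher, against 53.7% on the scale of the fold changes (median difference 0.782). From reads in place of normalized reads, the shares were 60.8% and 50.8%. A biological cause of the uneven split was not tested.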
